A study of Mus musculus with 5 samples. Its data were reported in "Lineage commitment of dermal fibroblast progenitors is controlled by Kdm6b‐mediated chromatin demethylation" (2023).

How the data were processed

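H3K27me3 ChIP-seq was carried out by the authors on cultured dermal fibroblasts of Kdm6b-cKO and WT mouse embryos. Per the labels, cells were sorted for GFP as a marker of the conditional knockout, grown in AmnioMAX medium, fixed with formaldehyde, digested with an enzymatic chromatin kit and precipitated with an H3K27me3 antibody, and libraries were made with a KAPA Hyper kit. The labels state the sort for all samples, WT included. The submitters' processing notes name bcl2fastq, Bowtie2 2.3.5.1, SAMtools 1.9, MACS2 2.2.7.1 and deepTools 3.5.1, and the build mm10. The study's methods describe subsampling of the libraries to a like number of reads and broad peak calling at q 0.01. Peaks were called by the authors in each library on its own, and replicates were not pooled. How the input entered the calling, and any spike-in for absolute scaling, are not given in the sources used here.

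Each deposited list gives start and end positions and, for each peak, values of MACS2 averaged over the broad region. These are a display score, a fold ratio over the local background, a −log10 p and a −log10 q, all deposited as the authors' peak caller gave them. The fold ratio, score and −log10 values are the authors' own and were used only to describe, rank or filter peaks within a list. No deposited value is a read count, so no count model was used and no counting interval can be given. The lists held 44084 and 40577 peaks for Kdm6b-cKO replicates 3 and 4 and 29848 and 22607 for WT replicates 7 and 9. No peak ended past a chromosome of GRCm38.p6, the assembly behind mm10. No list was a copy of another, as the most similar pair, WT replicate 9 inside Kdm6b-cKO replicate 3, shared 91.7% of the shorter list's length, and the most similar pair of a genotype shared 86.2%.

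Samples were grouped by their titles, 2 Kdm6b-cKO and 2 WT libraries, and replicate numbers are not shared between groups. The input was not used here. Peaks on 19 autosomes and the X chromosome entered the comparisons, and those on the Y chromosome, the mitochondrial genome and unplaced contigs were counted separately. Overlap required at least 1 bp. Regions were the union of the 4 lists, windows were 5 kb wide and marked when at least 50% was covered, and promoters were the TSS ± 3 kb of 21728 protein-coding genes of GENCODE M21, marked when at least 500 bp was covered. Covered length within TSS ± 25 kb was used for ranking. Chance overlap came from 100 seeded shuffles of regions within chromosomes. GC and CpG were read from the reference genome.

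Peak number and covered length were compared by a two-sided exact permutation test over 6 arrangements. The covered share of 6251 promoters was compared with limma (lmFit and eBayes, version 3.58.1, R 4.3.3) with Benjamini-Hochberg adjustment and a threshold of 0.05. The 19 gene lists were tested with Fisher's exact test against the promoters marked in at least 1 library, and the 17 lists with at least 2 tested promoters with fry, with camera at an estimated correlation beside it. Gene families by symbol (57 with at least 10 marked promoters) were tested after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The choices of test, gene lists and alternatives were made before the data were examined, except where the text says otherwise.

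The list of study genes from other assays also holds 5 genes named for motifs in peaks of these samples. Named genes were the study's genes in its lists, the 12 genes with the largest gain in covered length within 25 kb among promoters marked in both Kdm6b-cKO and neither WT library with both Kdm6b-cKO values above both WT values, up to 8 by the mirrored rule (4 met it), up to 4 members of each other list with the largest absolute difference in that length, and Kdm6b. The 5 longest regions of each group alone were named as well. A gene that this rule takes is not reported here. The genes drawn in the plot of named genes were picked from those named after their values were seen.

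The functions for overlap and patterns were tested on planted intervals and returned every planted pattern. The limma step was tested on 6251 simulated promoters with the real WT levels, 200 of them raised in each of 10 rounds. The spread was drawn in 4 ways, and all are given because a choice among them was first made after their outcomes were seen. With each promoter's own spread, limma called 7.90% of promoters raised by 25 points and 17.6% of those raised by 50 points. With spreads drawn from the fitted prior these shares were 40.5% and 62.5%. Promoters that had not been raised made up 22.96% of calls with each promoter's own spread, 20.2% with shuffled spreads, 18.45% with moderated spreads and 34.85% with spreads from the prior, so the error rate exceeded the nominal 5% in each. Covered shares are bounded at 0% and 100%, and many promoters hold the same value in both libraries of a group, which limits the fit.

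Alternatives were a stricter −log10 q of at least 5, peaks of at least 1000 bp, an equal number of peaks per library, an equal covered length per library (the top peaks by the authors' −log10 q), autosomes only, peaks under 3000 bp apart joined, a region counted as shared when at least 50% was covered, windows of 2 and 20 kb or with any overlap, other promoter rules, promoter coverage over TSS ± 10 kb, other filters, robust eBayes, centring per library, all promoters as the background of the lists, and leaving out each library in turn. Promoter coverage over TSS ± 25 kb, fry without each library or after centring, and the length of common regions under the alternatives were added after the data were seen. Uty, a member of the H3K27 methylation list, lies on the Y chromosome and was not among the promoters used.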

Results

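Dermal fibroblasts of late mouse embryos, expanded in culture, were profiled by ChIP-seq for trimethylation of lysine 27 on histone H3 (H3K27me3), the mark that Polycomb repressive complex 2 places on silenced genes. Kdm6b, also named Jmjd3, encodes a demethylase that removes this mark, and it was deleted in dermal fibroblasts of the conditional knockout (Kdm6b-cKO). The files held 4 lists of broad peaks, from Kdm6b-cKO replicates 3 and 4 and WT replicates 7 and 9. An input library was not used here. The lists hold peaks and no read counts, so the depth behind each peak is unknown. The labels do not say whether the replicates of a group came from separate embryos. The study's methods give n = 2 for each sample of skin expanded in culture and do not say whether these were separate embryos. A p-value then measures only the spread between these libraries. The comparison asks where the mark occupies the genome once the demethylase is lost.

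H3K27me3 covered more of the genome in Kdm6b-cKO fibroblasts than in WT fibroblasts. The autosomes and the X chromosome carried 44077 and 40565 peaks in Kdm6b-cKO replicates 3 and 4, and 29841 and 22597 peaks in WT replicates 7 and 9. The group means were 42321 ± 2483 and 26219 ± 5122 peaks (SD, n = 2 each), a ratio of 1.61. Covered length was 136.1 ± 17.2 Mb in Kdm6b-cKO and 76.5 ± 21.1 Mb in WT, which is 5.17% and 2.90% of this part of the genome and a ratio of 1.78. Long domains followed the same order, with 3031 and 2387 peaks longer than 10 kb in the Kdm6b-cKO libraries and 1793 and 1080 in the WT libraries. The median peak was 1461 and 1337 bp long in Kdm6b-cKO, and 1323 and 1249 bp in WT. Both Kdm6b-cKO values exceeded both WT values for peak number and covered length, and the exact permutation test gave a two-sided p of 0.33 for each, the smallest that 2 against 2 libraries allow. The WT libraries themselves differed by a factor of 1.48 in covered length, and the closest pair across genotypes, Kdm6b-cKO replicate 4 and WT replicate 7, by 1.36.

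**Figure D1:**
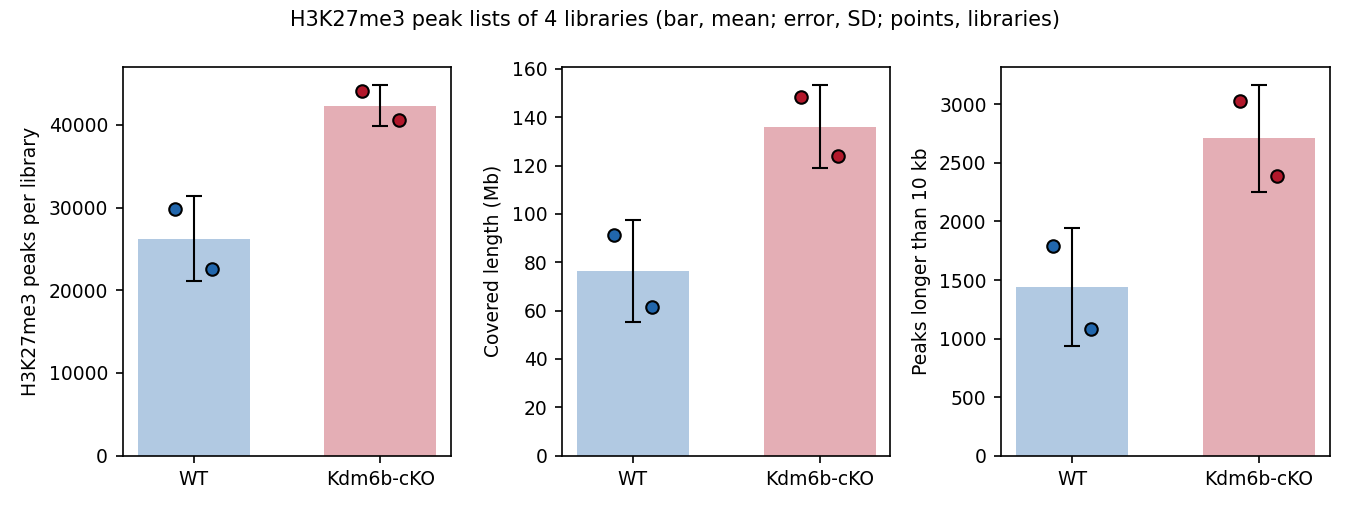
Number of H3K27me3 peaks, covered length in Mb and number of peaks longer than 10 kb per library, on the autosomes and the X chromosome. Bars show the mean of each group, error bars the SD and points the 2 libraries, and both Kdm6b-cKO libraries lie above both WT libraries in each panel, with 148.3 and 123.9 Mb against 91.4 and 61.5 Mb covered.

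Regions marked in WT fibroblasts were largely kept in Kdm6b-cKO fibroblasts. Of the 53.0 Mb covered in both WT libraries, 87.8% was also covered in both Kdm6b-cKO libraries, against a median of 4.38% and at most 4.81% in 100 shuffles of the WT regions within chromosomes. In the other direction, 45.1% of the 103.3 Mb covered in both Kdm6b-cKO libraries was covered in both WT libraries, and 31.1% of it was covered in neither. After merging overlapping peaks, 10820 regions were called in all 4 libraries, 7881 in both Kdm6b-cKO and neither WT library, and 332 in both WT and neither Kdm6b-cKO library. The other ways to pair the libraries, a Kdm6b-cKO with a WT library each time, gave 1541 against 142 and 421 against 494 regions. With an equal number of the strongest peaks per library, 2553 regions were called in both Kdm6b-cKO alone and 891 in both WT alone. With the strongest peaks taken up to an equal covered length, which leaves unequal numbers of peaks, 167 regions were called in both Kdm6b-cKO alone and 2270 in both WT alone.

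The mark also extended further within regions that every library shared. In the 10820 common regions the mean covered length was 9.66 and 8.53 kb in Kdm6b-cKO, and 7.37 and 5.43 kb in WT. Both Kdm6b-cKO libraries exceeded both WT libraries in 55.0% of these regions and the reverse held in 4.26%, where chance gives 16.7% for either if the lists do not differ in length. The mixed pairings gave 27.6% against 1.13% and 4.87% against 7.05%, so the chance value does not hold for lists that differ in length. This lengthening held 49.0% of the difference in covered length between the groups, and regions called in both Kdm6b-cKO alone held 22.4%. The regions called in both Kdm6b-cKO alone were short, with a median of 1.92 kb against 7.18 kb for regions of all 4 libraries. The authors' −log10 q placed their peaks at a median percentile of 43.1 and 41.3 within the lists of Kdm6b-cKO replicates 3 and 4, against 79.8 and 70.7 for peaks in regions of all 4 libraries.

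Regions called in both Kdm6b-cKO alone lay less in promoters than regions of all 4 libraries did. Promoters, taken as 3 kb on either side of a transcription start site (TSS), held 9.12% of the length of regions called in both Kdm6b-cKO alone, against 15.2% for regions of all 4 libraries and 4.55% of the genome. Introns held 34.3% of their length, and intergenic sequence 52.2%. They had a median GC content of 48.9% (quartiles 46.3% and 51.7%), regions of all 4 libraries 46.1% (43.5% and 48.9%) and regions called in both WT alone 39.2% (37.5% and 41.6%). The density of CpG was similar in the first pair of sets, with medians of 11.1 and 10.8 per kb, and was 5.42 per kb in regions of WT alone. No test was run across these sets, as regions are not replicates.

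The 5 longest regions called in both Kdm6b-cKO and neither WT library spanned 17.2 to 20.4 kb. The longest lay on chromosome 4 from 131246664 to 131267036 (mm10), in intergenic sequence 291.2 kb from Matn1, with 14.7 and 17.4 kb covered in Kdm6b-cKO replicates 3 and 4. A pair of them lay on chromosome 6, from 114087310 to 114106905 and from 114140279 to 114158652, beside and within Slc6a11, which encodes a GABA transporter. The remaining ones lay on chromosome 17 from 27369212 to 27386633, 35.8 kb from Grm4, and on chromosome 4 from 140792155 to 140809326 in Padi3. The 5 longest regions of the mirror set spanned only 3.58 to 4.34 kb. The first of these, on chromosome 1 from 24611669 to 24616004, is a nuclear copy of mitochondrial DNA by its sequence, with 98.7% of its 31-base words also present in the mitochondrial genome of the reference. None of the words of the other 9 longest regions was.

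In windows of 5 kb marked over at least 50% of their length, 6361 windows were marked in both Kdm6b-cKO and neither WT library and 185 in both WT and neither Kdm6b-cKO library, while 9065 were marked in all 4. The mixed pairings gave 1117 against 17 and 123 against 224 windows. Of the windows marked in both Kdm6b-cKO alone, 30.0% lay within 10 kb of a window marked in all 4 libraries, against 46.5% of windows marked in both WT alone, 20.7% to 35.8% of windows marked in only 1 library and 1.64% of windows marked in none. With equal covered length, the split narrowed to 1773 against 1270 windows.

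At promoters of 21728 protein-coding genes, 5741 and 5416 were marked over at least 500 bp in Kdm6b-cKO, and 4279 and 3547 in WT. Of the 6251 promoters marked in at least 1 library, 52.7% were marked in all 4, and 929 (14.9%) in both Kdm6b-cKO and neither WT library, against 15 in both WT and neither Kdm6b-cKO library. Mixed pairings gave 104 against 7 and 29 against 29 promoters. By limma on the covered share of each promoter, 496 promoters were higher and 6 were lower in Kdm6b-cKO at a Benjamini-Hochberg adjusted p under 0.05, with a mean difference of 17.2 points over all tested promoters. Both mixed pairings gave 0 calls in each direction by limma, with 217 higher and 8 lower and then 38 higher and 73 lower at an unadjusted p under 0.05. Each mixed group holds 1 Kdm6b-cKO and 1 WT library, so a difference between genotypes widens the spread within it. The 0 calls can follow from that spread and cannot decide whether the 496 calls are sound. Without WT replicate 9, limma called 0 higher and 0 lower, with 1095 and 154 at an unadjusted p under 0.05, but the spread then came from the Kdm6b-cKO pair alone and the lone WT library was assumed to vary as they do. The counts were 459 and 5 without WT replicate 7, 1287 and 70 without Kdm6b-cKO replicate 3, and 1419 and 25 without Kdm6b-cKO replicate 4, each with the spread of 1 pair. With equal covered length it called 133 and 78, while the marked promoters turned to 152 in both Kdm6b-cKO alone and 241 in both WT alone. In 4 simulations that drew the spread in different ways, between 18.45% and 34.85% of limma's calls fell on promoters that had not been raised, above the nominal 5%. Only 200 of 6251 promoters were raised in each round. The share depends on how many promoters change, so it does not measure the error among the 496 calls.

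Kdm6b itself carried no mark at its promoter in any library (chromosome 11, 69398508 to 69413675). Within 25 kb of its TSS, 2.79 and 4.40 kb were covered in Kdm6b-cKO and 0 kb in both WT libraries, a difference that did not pass limma at this width (adjusted p = 0.092). A peak list holds no measure of the deletion, so these values do not check the labels. Of 14 annotated genes of the H3K27 methylation machinery, 3 had a marked promoter and 11 had none. Phf19, which encodes an accessory protein of Polycomb repressive complex 2, was higher, at 35.7% covered in Kdm6b-cKO against 9.72% in WT (difference 25.9 ± 1.38 points, SE, n = 2 each, limma adjusted p = 0.026). With equal covered length its difference was -0.0667 points. Epop stood at 95.3% and 88.5%, and Ezh1 had 16.0% in Kdm6b-cKO replicate 4 alone.

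Promoters of the fibroblast core list lacked the mark, and most marked promoters of neuronal transcription factors and Hox genes carried it in all 4 libraries. None of the 18 genes of the fibroblast core list, among them Pdgfra, Pdgfrb, Postn and Twist2, had a marked promoter. Within 25 kb of the TSS the mark was present near some of them, with 7.99, 9.70, 6.91 and 5.51 kb at Pdgfrb and 4.14, 1.76, 1.91 and 1.30 kb at Postn in Kdm6b-cKO replicates 3 and 4 and WT replicates 7 and 9. Of 18 housekeeping genes, Pgk1 alone was marked, at 28.8% and 12.1% in Kdm6b-cKO and 5.08% in WT replicate 7. By contrast, 37 of 38 marked neuronal transcription factor promoters and 30 of 32 marked Hox promoters were marked in all 4 libraries, and neither list had a promoter marked in both Kdm6b-cKO alone. Neurog3, Lhx5, Dbx1 and Pax5 were covered over 100% of the promoter in every library, so that promoters of this kind could not show a gain. The members named from each list were picked by the size of the difference within 25 kb, so their tests at this width are on genes chosen for it. Within 25 kb of the Pax5 TSS 46.7 kb were covered in Kdm6b-cKO against 37.0 kb in WT (limma adjusted p = 0.042 at this width), and around Dbx1 40.7 kb against 30.3 kb (adjusted p = 0.033). Neurog3, with 41.7 kb against 25.7 kb (adjusted p = 0.060), and Lhx5, with 44.8 kb against 34.1 kb (adjusted p = 0.071), did not pass.

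Across the 19 gene lists fixed before the data were examined, none held more or fewer promoters marked in both Kdm6b-cKO alone than the 6251 marked promoters by Fisher's exact test, with the lowest adjusted p at 0.085 for the neuronal transcription factors. By fry, which tests whether the members of a list move on balance in the same direction and does not compare them with other genes, 7 of 17 lists were higher in Kdm6b-cKO and 0 were lower. The fry results without a library and after centring were chosen after the data were seen. The count of higher lists was 3 without WT replicate 9, 12 without Kdm6b-cKO replicate 4, and 13 without either of the others. With equal covered length 4 were higher and the Hox clusters were lower (adjusted p = 0.049), and without Kdm6b-cKO replicate 4 the neuronal transcription factors were lower (adjusted p = 0.021). With an estimated correlation (camera, which compares a list with the other promoters), none of the 17 passed, and the lowest adjusted p was 0.221, for the Hox clusters and the neuronal transcription factors, both below the other promoters. Centred on each library's mean, 0 lists passed fry. Members outside the rule for named genes are given below because they passed the test, and were chosen after their values were seen.

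The adipocyte lineage list was among those higher by fry (adjusted p = 0.017, and adjusted p = 0.913 with an estimated correlation). It includes Cebpa, which the study named from these samples, so the list is not fully independent evidence. Of its 30 genes, 17 had a marked promoter, 3 of them were higher and 0 lower by limma, and 7 were higher when adjusted over the list alone. Klf15, a transcription factor induced during adipogenesis, was covered over 80.9 ± 3.76% in Kdm6b-cKO and 38.6 ± 3.56% in WT (SD, n = 2 each, limma adjusted p = 0.037). With equal covered length Klf15 turned to -38.6 points (adjusted p = 0.038). Dlk1, a preadipocyte marker, was covered over 79.4% against 47.6% (adjusted p = 0.018), a difference of 14.98 points with equal covered length (adjusted p = 0.017), of 23.9 points with an equal number of peaks (adjusted p = 0.272) and of 14.6 points after centring (adjusted p = 0.255). Cidec, a lipid droplet protein, was covered over 34.96% against 0% (adjusted p = 0.013). Prdm16, a regulator of brown fat, was fully covered at its promoter in every library, and within 25 kb had 46.1 kb covered in Kdm6b-cKO against 23.6 kb in WT (adjusted p = 0.038). Lep had 92.5% against 84.4% of its promoter covered (adjusted p = 0.745), and with equal covered length it turned to -41.85 points (adjusted p = 0.633).

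Genes that the study named from these samples were Cebpa, Hes5, Rspo1 and Eya2, so they are not independent evidence of a direction. All 4 had a marked promoter, and 0 passed limma with the whole lists, over all promoters or adjusted over the list alone. Cebpa, a master regulator of adipogenesis on chromosome 7 (35119293 to 35121928), had 57.6% and 78.5% of its promoter covered in Kdm6b-cKO and 22.0% and 5.32% in WT (difference 54.4 ± 11.8 points, SE, limma adjusted p = 0.137). With equal covered length Cebpa was at 29.1 points (adjusted p = 0.414). After centring it passed limma (37.2 points, adjusted p = 0.035), while Eya2 and Hes5 did not (adjusted p = 0.180 for each). Rspo1, a Wnt agonist, had 100% in both Kdm6b-cKO libraries, and 97.7% and 64.8% in WT. Eya2, a transcriptional coactivator, was fully covered in all 4 libraries, and within 25 kb of its TSS had 37.0 and 35.2 kb covered in Kdm6b-cKO against 22.0 and 13.9 kb in WT (adjusted p = 0.061 at this width). Hes5, a Notch target, had 97.6% and 94.2% against 98.9% and 94.2%, and 25.6 and 25.2 kb against 25.6 and 21.1 kb.

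Among 16 further genes that the study named, partly from other assays, 10 had a tested promoter, 0 passed limma over all promoters and 1 was higher when adjusted over the list alone, which was Stmn2 (56.1% against 22.4%, adjusted p = 0.052 over all promoters). Adipoq, the adipocyte hormone gene, had 59.5% and 46.1% of its promoter covered in Kdm6b-cKO against 18.03% and 8.38% in WT (adjusted p = 0.112), but was at -4.19 points with equal covered length (adjusted p = 0.621). Retn had 100% and 100% against 64.5% and 49.5% (adjusted p = 0.087), and 8.29 points more in Kdm6b-cKO with equal covered length. Sox18 and Lamc3 were fully covered in every library, and Alpl in all but WT replicate 9, at 49.6%. Pparg had between 8.30% and 22.7% in the 4 libraries, and Zfp423 between 39.0% and 91.1%. Runx3 had 7.28% and 12.9% in Kdm6b-cKO and 0% in WT, and Med1 had 8.52% in WT replicate 9 alone. Ebf1, Tcf4, Tcf7l2, Med1 and Zfp423 were named for motifs in peaks of these samples and are not independent evidence. The study reported binding motifs of these factors and not a mark at their own promoters, so the promoter values do not test that report. Fabp4, Cd36, Fgf10, Tcf4 and Tcf7l2 carried no mark within 25 kb of the TSS in any library, and Ebf1 had 0.354 kb in Kdm6b-cKO replicate 4 alone.

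**Figure D2:**
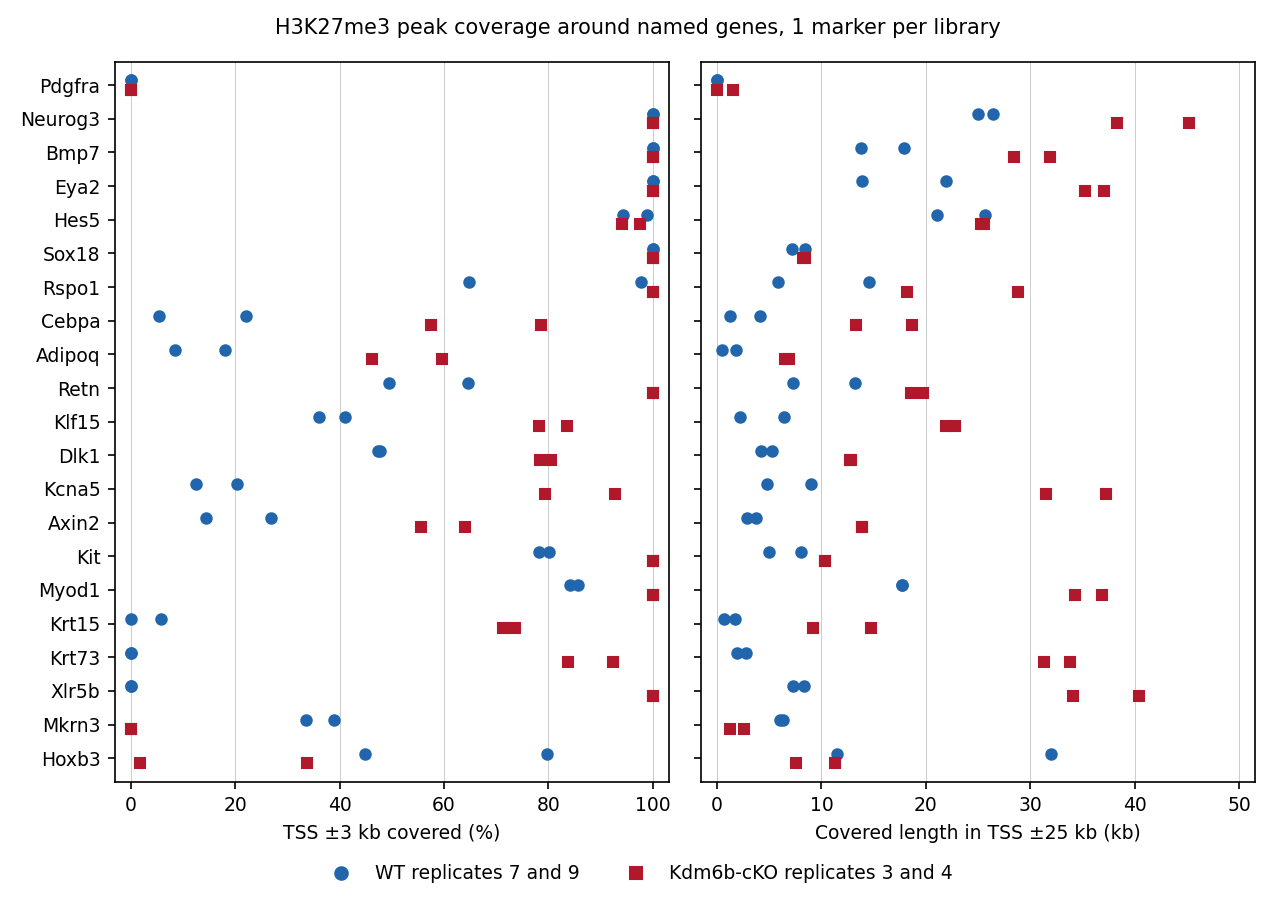
H3K27me3 peak coverage of named genes, with the share of the promoter covered in percent (left) and the length covered within 25 kb of the TSS in kb (right). Circles are the 2 WT libraries and squares the 2 Kdm6b-cKO libraries, and genes such as Neurog3, at 100% on the left in every library, separate by genotype only on the right, with 41.7 kb against 25.7 kb.

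Fibroblast subtype lists differed in how many members carried the mark. Of 38 dermal papilla genes, 32 had a marked promoter and 28 were marked in all 4 libraries. None was higher or lower by limma, also when adjusted over the list alone, with 1 promoter, that of Nog, marked in both Kdm6b-cKO alone. Within 25 kb, Rspo4 had 19.97 kb covered in Kdm6b-cKO against 4.27 kb in WT (limma adjusted p = 0.033), and Bmp7 30.2 against 15.8 kb (adjusted p = 0.052). Of 8 tested papillary fibroblast promoters, Nkd1 alone was higher (84.3% against 59.1%, adjusted p = 0.049), and 3 were higher adjusted over the list alone. Nkd1 did not pass with an equal number of peaks (25.2 points, adjusted p = 0.057) or equal covered length (33.2 points, adjusted p = 0.130). After centring it was at 8.02 points (adjusted p = 0.524). Axin2, a Wnt target, had 59.8% against 20.7% (adjusted p = 0.0999), and within 25 kb 13.9 against 3.29 kb (adjusted p = 0.029). The reticular and fascia list was higher by fry (adjusted p = 0.029, and adjusted p = 0.913 with an estimated correlation), with 2 of 5 tested promoters higher, those of Dlk1 and of Tnxb (71.2% against 54.8%, adjusted p = 0.029). Both were also higher when adjusted over the list alone.

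Potassium channel genes, a group the study singled out in these samples and so not independent evidence, had 82 of 94 promoters marked and 64 marked in all 4 libraries. Of these 82, 7 were higher and 0 lower by limma, and 8 were higher when adjusted over the list alone. Kcna5 had 86.1% covered against 16.5% (adjusted p = 0.0499). It did not pass with an equal number of peaks (69.6 points, adjusted p = 0.057) or equal covered length (73.7 points, adjusted p = 0.102). After centring Kcna5 passed (52.4 points, adjusted p = 0.004). Kcnk18 had 64.8% against 0% (adjusted p = 0.029) and Kcns3 52.5% against 3.31% (adjusted p = 0.039). The list did not pass fry (adjusted p = 0.135). Kcnj12 and Kcnt1 had promoters near or at full coverage, and within 25 kb of their TSS 38.7 kb against 13.3 kb and 44.8 kb against 20.4 kb were covered (adjusted p = 0.034 and 0.033). Of 24 tested Wnt ligand and antagonist promoters 2 were higher, those of Sfrp4 (43.1% against 15.02%, adjusted p = 0.027) and Wnt9a (35.8% against 0%, adjusted p = 0.027). Of 25 tested Fgf and Bmp ligands 2 were higher, Fgf6 and the metabolic hormone gene Fgf21 (18.8% against 0.975%, adjusted p = 0.039). Adjusted over the list alone these counts were 2 and 3. After centring each library on its mean, Fgf21 was at 0.614 points (adjusted p = 0.964). It kept 17.8 points with an equal number of peaks and 18.8 with equal covered length (adjusted p = 0.042 and 0.035).

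Markers of other cell types that a dermal culture could hold were mostly marked, and the called ones were higher in Kdm6b-cKO. The keratinocyte list was higher by fry (adjusted p = 0.017, and adjusted p = 0.913 with an estimated correlation). Krt15 (72.5% against 2.93%, adjusted p = 0.020) and Sfn (26.5% against 0%, adjusted p = 0.016) were higher of 12 tested, 3 were higher adjusted over the list alone, and Grhl2 and Grhl3 were fully covered in every library. The melanocyte and neural crest list was higher by fry (adjusted p = 0.049, and adjusted p = 0.954 with an estimated correlation), with Kit (100% against 79.2%, adjusted p = 0.026) and Dct (24.1% against 0%, adjusted p = 0.032) higher of 6 tested. The skeletal muscle list was higher by fry (adjusted p = 0.040, and adjusted p = 0.913 with an estimated correlation), with Myod1 (100% against 84.9%, adjusted p = 0.030) and Myog (16.9% against 0%, adjusted p = 0.044) higher of 8. The endothelial list was higher by fry (adjusted p = 0.049, and adjusted p = 0.954 with an estimated correlation), with Erg (100% against 74.1%, adjusted p = 0.042) higher of 7. Adjusted over the list alone, the last 3 lists had 2, 2 and 1 higher. The H3K27 methylation machinery was the seventh list higher by fry (adjusted p = 0.045, and adjusted p = 0.913 with an estimated correlation), with 2 of 3 promoters higher adjusted over the list alone. Of 8 immune promoters 0 passed, also adjusted over the list alone, and Cd3e had 100% against 56.8% (adjusted p = 0.125) and Lyz2 34.8% against 0% (adjusted p = 0.171). After centring each library on its mean, Kit was at 3.67 points (adjusted p = 0.778) and Dct at 6.91 (adjusted p = 0.586), and Myod1, Myog and Tnxb turned to -2.11, -0.303 and -0.803 points. Of the 22 called promoters of named genes 4 turned and 8 more did not pass after centring. Centring takes the mean difference of 17.2 points off every promoter. The 4 that turned had smaller differences, so their change of sign follows by construction. Kit, Erg and Myod1 were covered over 100% in Kdm6b-cKO, which capped the gain that they could show. With an equal number of peaks Dct was at 9.475 points (adjusted p = 0.573), and Kit kept 21.4 points there and with equal covered length (adjusted p = 0.015 and 0.013). Erg was at 8.69 points after centring (adjusted p = 0.494). It kept 25.9 points with an equal number of peaks (adjusted p = 0.047). With equal covered length Erg had the same difference and did not pass (adjusted p = 0.057).

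The 12 genes that gained the most covered length within 25 kb of the TSS, among promoters marked in both Kdm6b-cKO alone, gained 28.8 to 36.8 kb. They included the hair follicle and epidermal keratin genes Krt73 (32.6 kb in Kdm6b-cKO against 2.33 kb in WT) and Krt76 (31.9 against 3.02 kb), the peptidylarginine deiminase genes Padi3 (29.4 against 0 kb) and Padi1 (29.5 against 0.659 kb), and the cytokine receptor gene Csf2rb (35.2 against 1.40 kb). As they were picked by this difference, no test at this width is given for them. The neighbours Xlr5b and DXBay18 on the X chromosome share most of their windows and those of Padi1 and Padi3 overlap in part, so these are not separate observations. The others were 9530053A07Rik, Gm17428, Iqcf6, Sppl2c and BC049730. Fewer genes met the mirrored rule. Mkrn3, an imprinted gene on chromosome 7 (62417593 to 62420139), had 0% of its promoter covered in both Kdm6b-cKO libraries and 33.6% and 39.0% in WT (limma adjusted p = 0.031). With equal covered length its difference was -19.5 points and did not pass (adjusted p = 0.621). It passed with an equal number of peaks (-36.3 points, adjusted p = 0.035) and after centring (-53.5 points, adjusted p = 0.003). Lrrc4c, Myct1 and 1700028P14Rik, the only other genes that met the mirrored rule, did not pass (adjusted p = 0.422, 0.229 and 0.129). Hoxb3 had 33.7% and 1.82% in Kdm6b-cKO against 79.8% and 44.9% in WT (adjusted p = 0.354), and Hoxb6 54.9% and 62.7% against 100% and 77.5% (adjusted p = 0.251). The promoter values of Hoxb4 and Hoxb5 overlapped between groups, while within 25 kb Hoxb4 had 14.9 and 11.6 kb against 36.5 and 15.7 kb and Hoxb5 22.7 and 25.3 kb against 43.6 and 27.4 kb.

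**Figure D3:**
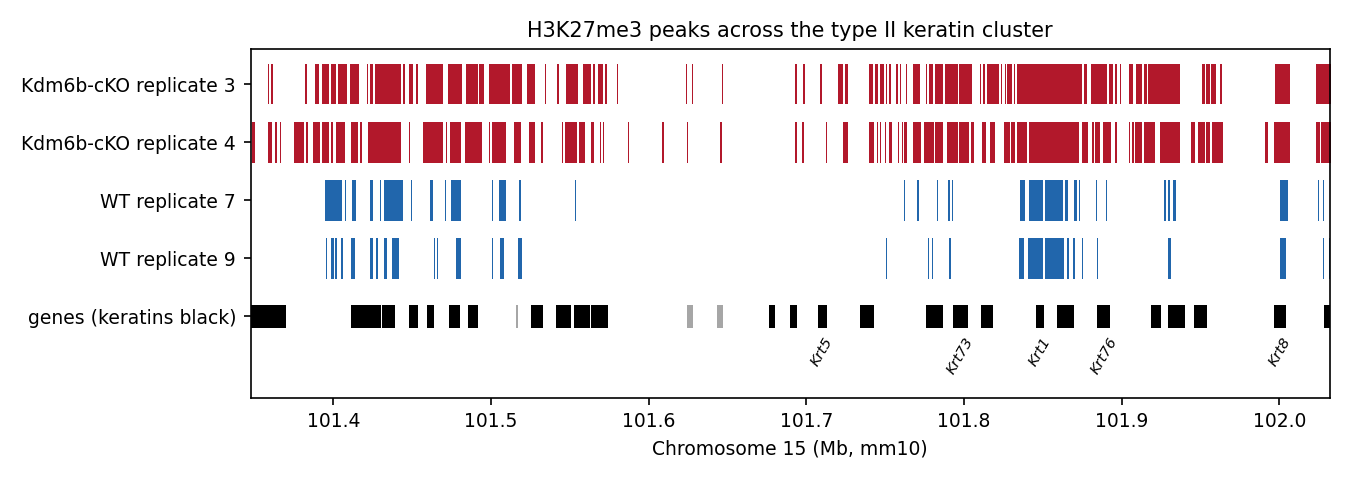
H3K27me3 peaks of each library over the type II keratin cluster on chromosome 15 (101347444 to 102032027, mm10), with position along the horizontal axis and the keratin genes marked. Bars are peaks, which covered 301.05 and 300.4 kb in Kdm6b-cKO replicates 3 and 4, and 92.7 and 64.2 kb in WT replicates 7 and 9.

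The difference between genotypes was present on every autosome and on the X chromosome, with a ratio of covered length between 1.49 for the X chromosome and 2.14 for chromosome 15. The X chromosome was covered over 8.73% of its length in Kdm6b-cKO replicate 3, 5.02% in Kdm6b-cKO replicate 4, 5.59% in WT replicate 7 and 3.67% in WT replicate 9. Set against the autosomes of the same library, X coverage was 1.61, 1.68 and 1.63 times as high in Kdm6b-cKO replicate 3 and WT replicates 7 and 9, and 1.07 times as high in Kdm6b-cKO replicate 4. Without the X chromosome the ratio of covered length between genotypes was 1.81. The Y chromosome carried 0, 3, 1 and 2 peaks in Kdm6b-cKO replicates 3 and 4 and WT replicates 7 and 9. The sex of the embryos is not given in the labels.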

Values the study reported

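The study reported an average of 26,228 H3K27me3 peaks in WT and 42,331 in Kdm6b-cKO fibroblasts. By a differential binding test on reads, it reported 1916 peaks as increased in Kdm6b-cKO and 29 as increased in WT.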

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

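Peaks outside the assembled chromosomes entered no comparison. Unplaced or unlocalized contigs carried 7 peaks in Kdm6b-cKO replicate 3, 9 in Kdm6b-cKO replicate 4 and 7 in WT replicate 9, above the 3 that a count of 0 allows, and 2 in WT replicate 7. The mitochondrial genome, which has no histones, carried 4 peaks over 11.9 kb in WT replicate 7 (highest −log10 q 4.58), 1 peak over 16.1 kb in WT replicate 9 (8.36) and 0 in both Kdm6b-cKO libraries.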

How the results depend on the processing

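The alternatives over TSS ± 25 kb and the fry results without a library or after centring were chosen after the data were seen, and the cause was not tested for any change below. At a −log10 q of at least 5 the ratio of peak numbers was 1.96. Both Kdm6b-cKO alone and both WT alone held 1117 and 12 regions, 2813 and 48 windows, and 708 and 4 promoters. With an equal number of peaks these were 2553 and 891 regions and 610 and 37 promoters, with 353 promoters higher and 16 lower by limma. With an equal covered length the direction turned for regions (167 and 2270) and promoters (152 and 241), while windows gave 1773 and 1270, limma 133 higher and 78 lower, and fry 4 lists higher and 1 lower, the Hox clusters (adjusted p = 0.049). At that setting the lists hold between 5183 and 22597 peaks, so it is not neutral either. Regions numbered 5433 in both Kdm6b-cKO alone and 158 in both WT alone with peaks of at least 1000 bp, and 7346 and 200 on autosomes. Windows on autosomes numbered 5912 and 101, and joined peaks gave 4710 and 182 regions. Windows were 12212 and 352 at any overlap, 15739 and 709 at 2 kb, and 1529 and 16 at 20 kb. At 3000 bp covered, promoters numbered 645 in both Kdm6b-cKO alone and 6 in both WT alone. By limma 404 promoters were higher and 1 lower over TSS ± 10 kb. Over TSS ± 25 kb 910 were higher and 0 lower (3993 and 17 at an unadjusted p under 0.05). After centring 493 were higher and 58 lower, and 189 of the 493 were also higher with the whole lists. Fry called 0 lists after centring. Leaving out each library gave 8708 to 21365 and 468 to 4112 regions, 6709 to 11562 and 242 to 1172 windows, 1042 to 1626 and 21 to 96 promoters, 0 to 1419 higher and 0 to 70 lower promoters by limma, 3 to 13 lists higher and 0 to 1 lower by fry (the neuronal transcription factors without Kdm6b-cKO replicate 4), and ratios of 1.42 to 1.87 in peak number and 1.49 to 2.21 in covered length. Without WT replicate 9 limma called 0 promoters, with 1095 higher and 154 lower at an unadjusted p under 0.05 and the spread taken from the Kdm6b-cKO pair alone, and none of the 22 called promoters of named genes passed. Named genes that passed limma with the whole lists or in the alternative turned as follows. Klf15 was at -38.6 and Phf19 at -0.0667 points with equal covered length. Myod1 was at -2.11, Myog at -0.303, Sppl2c at -0.178 and Tnxb at -0.803 points after centring. Centring takes 17.2 points off every difference, so any smaller gain turns by construction. Named genes that passed in neither also turned, 4 with equal covered length, 14 after centring and 1 to 3 in each of 9 other settings. In regions called in all 4 libraries, both Kdm6b-cKO were longer in 50.9% to 57.9% under 5 alternatives. Equal covered length is left out of this range, since its Kdm6b-cKO lists hold fewer and longer peaks by construction.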

Other observations

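Keratin genes stood out among promoters marked in both Kdm6b-cKO and neither WT library. The family was found by scanning 57 symbol families after the data were seen. Tests of clustering, list depth (nesting of the lists), the X chromosome and a weaker library were also chosen after their results were seen. So were those of WT replicate 9, cultured keratinocytes and embryo sex. The bound for keratin promoters with an equal number of peaks was set beforehand. Of 38 marked keratin promoters, 21 (55.3%) had this pattern, against 14.9% of all marked promoters (odds ratio 7.22, Fisher's exact adjusted p = 4.37e-07 over the 57 families), and no other family passed. The type I cluster on chromosome 11 (99232761 to 100269871) had 103.2 and 80.2 kb covered in Kdm6b-cKO, and 15.7 and 7.97 kb in WT. The Hox clusters had no such difference, with 95.3, 90.3, 85.1 and 87.1 kb covered in Hoxa, and Hoxb had 37.7 and 37.3 kb in Kdm6b-cKO against 69.1 and 41.5 kb in WT.

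Keratin genes lie in clusters, and neighbours share domains. Shifting the promoter patterns along the ordered genes and scanning all families again each time gave a family with as low a Fisher p in 2 of 10000 shifts (permutation p = 0.00030), which argues against clustering alone. Keratinocytes or hair follicle cells among the WT cells stay open, although the labels state a sort for GFP for all samples, because the keratins of the hair shaft and inner root sheath (9 of 17, Fisher's exact p = 0.000268) are part of the set that made the family stand out. Weak domains that only longer lists reach cannot be told apart from a difference between genotypes. With an equal number of peaks the odds ratio was 5.82 (12 of 29), which met the bound set beforehand, but those lists still covered 122.4 and 104.3 Mb against 85.1 and 61.5 Mb, and with equal covered length 1 of 10 keratin promoters stood against 152 of 4304 promoters (odds ratio 3.05, Fisher's exact p = 0.302), too few to decide.

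The longer Kdm6b-cKO lists may come from more mark or from lists that reach further down a shared ranking. The peak lists alone cannot tell these apart. The study's methods describe subsampling to a like number of reads. Its differential binding test on reads reported more peaks as increased in Kdm6b-cKO than in WT. The reads were not used here. The shorter list of a pair lay inside the longer by 84.8% within and 84.7% between genotypes (a difference of 0.0405 points, SD 4.75 over 6 pairs), but lists differed in length by up to 2.41 times between genotypes and at most 1.48 times within, so nesting can follow from length alone. The pair across genotypes closest in length, WT replicate 7 in Kdm6b-cKO replicate 4, had the lowest share, 77.0%. The X chromosome alone is argued against by autosomal windows, which were 58.5 times as many in both Kdm6b-cKO alone as in both WT alone. The short list of WT replicate 9 stays open, since Kdm6b-cKO replicate 4 covered 1.36 times the length of WT replicate 7, within the factor of 1.48 between the WT libraries. A genotype effect on the mark stays open as well, since a spike-in is not given in the sources used here.

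The low X coverage of Kdm6b-cKO replicate 4 may reflect the sex of the embryo or a library weaker on every chromosome. Of 581 windows marked in the other libraries and missing here, 35.3% lay on the X chromosome, against 7.73% of all windows marked in the others. That met the bound set beforehand against a weaker library, but the test was replaced, since the share follows from the low X coverage itself and the ratio also passed 1.5 in Kdm6b-cKO replicate 3 (2.62) and WT replicate 7 (1.86). The ratio of X to autosomal coverage, a test and bound chosen after it was seen, was 1.07 here and 1.61, 1.68 and 1.63 in the others. This ratio is the low X coverage itself, so it cannot decide on a weaker library. Kdm6b-cKO replicate 4 covered 4.68% of the autosomes, against 5.41% in Kdm6b-cKO replicate 3 and 3.32% and 2.24% in WT replicates 7 and 9. Autosomal coverage was thus not below that of the WT libraries, which kept the higher ratios. The sex of the embryos cannot be told apart from other causes, as Kdm6b-cKO replicate 4 had 3 peaks on the Y chromosome and the others had 0, 1 and 2.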
